A study of Homo sapiens with 12 samples. Its data were reported in "METTL16 promotes liver cancer stem cell self-renewal via controlling ribosome biogenesis and mRNA translation" (2024).

How the data were processed

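RNA immunoprecipitation followed by sequencing (RIP-seq) recovers the RNA bound to a protein with an antibody and compares it with the input RNA taken before the pull-down. The series held 12 samples of HepG2, an established human liver cancer cell line. These were 6 RIP samples, 2 for each of the 3 proteins METTL16, eIF3a and eIF3b, and 6 inputs. METTL16 is an RNA methyltransferase. eIF3a and eIF3b are subunits of eukaryotic translation initiation factor 3. Per the study's methods, the cells overexpressed Flag-tagged METTL16, eIF3a or eIF3b and were cross-linked with ultraviolet light before lysis. Per the labels, a Flag antibody was used for METTL16 and eIF3b and an antibody against eIF3a itself for eIF3a, and the study's methods name both antibodies for RIP, whereas the names of the deposited lists say flag for all 6. If the labels are right, the antibody changes together with the protein.

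The analysis used the 6 peak lists of the RIP samples, 1 per sample, so replicates could be compared without pooling. The inputs entered these lists through the authors' peak calling and were not analysed here as separate libraries. The authors mapped reads to GRCh38 with STAR and called peaks of RIP over input with exomePeak at default parameters. Software versions, the gene annotation, and whether each RIP sample was compared with its own input or with pooled inputs were not stated. For each peak, the authors deposited its exonic blocks, a gene name and a p-value. The deposited lists also give the log10 of the p-value and of the adjusted p-value, used here as a score, and the fold enrichment of RIP over input, which is a ratio. These values are the authors' own and were used only to describe, rank or filter peaks within a list. No read counts were used here, so the sequencing depth behind a peak is unknown and no counting interval was given for single peaks.

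The largest adjusted p-value in any list was 0.0501. No list held a peak on the mitochondrial chromosome. Between 99.8% and 99.9% of the peaks in each list lay on protein coding genes, so non-coding RNAs, such as the U6 genes, could not be assessed. Coordinates are given on GRCh38, counted from 1. Gene structures came from GENCODE release 44 on the same assembly. Of 10830 gene names in the 6 lists, 10325 matched a current symbol, 466 matched through an older symbol, and 39 did not match. A peak was placed on the union of the exons of its gene when at least 50% of its bases lay on them, which held for 98.9% to 99.3% of the peaks per list. Bases were assigned to the 5′ UTR, coding sequence, 3′ UTR or a non-coding transcript by the canonical transcript first.

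A gene was called bound by a protein when it carried a peak in both replicates. Agreement between lists was measured as the Jaccard index of gene names and of strand-aware exonic peak bases. The mean over the 3 within-protein pairs was compared with the mean over the 12 between-protein pairs, with an exact one-sided permutation test over the 15 ways to form 3 pairs. Overlap of bound genes was tested with Fisher's exact test, two-sided, in a background of genes with a peak in at least 1 list of the third protein. Shares of genes carry 95% Wilson intervals, which cover counting error only. Co-location was measured in genes bound by both proteins as the share of peaks of the first protein that overlapped a peak of the second by at least 1 base. It was divided by the share expected when each peak was placed at random along the exons of its gene, for each of the 4 pairs of lists, with a one-sided permutation test of 10000 draws (smallest possible p 0.0001). Region shares were compared with an exact permutation test, two-sided, for which 2 replicates against 2 cannot give a p under 0.33. Ribosomal protein genes were defined by symbol, as RPL, RPS and RPLP genes and a few further symbols, and their single members are not reported here. This symbol rule was narrowed after a first run had been seen, because it had also matched RPS6KL1, which codes for a kinase-like protein. The METTL16 odds ratio crossed from just under 1 to just above 1 with that change. Translation initiation factor genes were all protein coding genes whose symbol begins with EIF, which takes in kinases and binding proteins of these factors. Both families were tested with Fisher's exact test against genes with a peak in any list, with Benjamini-Hochberg adjustment over the 6 tests added after their values were seen. The sequence ACAGAGA, the core of the site that METTL16 methylates in U6 RNA, was counted on the transcript strand and compared with random placements in the same way.

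The groups, the comparisons and most alternatives were set before the data were examined. These alternatives were a fold enrichment of at least 4, the 5000 peaks per list with the smallest p-value, a peak in either replicate, other backgrounds, Mantel-Haenszel stratification over 10 classes of exon length, an overlap of at least 50%, placement within the same transcript region, other ways to count regions, the longer motif TACAGAGAA, and leaving out each replicate. Placement matched on GC content within 3 percentage points, same-number list pairs for co-location, and the stricter peak settings for EIF3A, were added after seeing the data. Genes were named by a rule also set beforehand: a list of 16 protein coding genes tied to the question or used as references, the 5 METTL16-bound genes without any eIF3a or eIF3b peak that ranked highest by fold enrichment in their weaker replicate, and the 5 genes present in all 6 lists that ranked highest in their weakest list. Other genes are identified as chosen after their values were seen. For the closing observations, 4 kinds of marker genes were listed before their tests: 20 erythroid genes, 22 further erythroid genes, 19 white blood cell genes, and 29 host genes of circular RNA, of which 12 had been looked at and 17 had not. A gene counted as strong in a list when its highest fold enrichment lay in the top 5% of the genes of that list.

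The tests were tested on simulated data. In 3000 simulated genes, random peaks gave a co-location ratio of 0.931 (made with 1), and planted co-location gave 3.68 (made with 3.65). In 8000 simulated genes, an odds ratio of 4 was recovered as 3.74. A shared covariate gave an odds ratio of 3.15 without stratification and 1.05 when stratified by that same covariate. This shows that a property common to the lists can create overlap, and that stratification removes it where the property is the one stratified on. Analyses used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and statsmodels 0.14.6.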

Results

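To examine which transcripts METTL16 shares with eIF3a and eIF3b, 6 RIP-seq peak lists from HepG2 cells were compared, 2 replicates for each protein. The lists differed in length. METTL16 had 13199 peaks in replicate 1 and 13136 in replicate 2. eIF3a had 21733 and 12921 peaks, and eIF3b had 20832 and 20027. The METTL16 peaks covered 3197060 and 3373808 exonic bases. The eIF3a peaks covered 5264544 and 4684786 bases, and the eIF3b peaks covered 6283629 and 5377149 bases. Median peak width was 180 to 210 bases. The median fold enrichment over input, as deposited by the authors, lay between 2.73 and 3.40. The lists also differed in base composition in a way that crossed the groups. Mean GC content of the peaks was 59.0% and 60.8% in METTL16 replicates 1 and 2 and 58.0% in eIF3b replicate 1, but 53.7% and 53.1% in eIF3a replicates 1 and 2 and 54.1% in eIF3b replicate 2. Per the labels, the eIF3a RIP used an antibody against eIF3a and the other RIPs a Flag antibody. The study's methods also name both antibodies, whereas the names of the deposited lists say flag for all 6. If the labels are right, antibody and protein are not separable for eIF3a. No list from a control antibody was used here.

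The genes coding for the immunoprecipitated proteins were inspected first. EIF3B (chromosome 7, 2354086 to 2380745, plus strand) ranked 2 by p-value among the genes of both eIF3b lists. It ranked 46 and 74 in the METTL16 lists, and 259 and 3373 in the eIF3a lists. METTL16 (chromosome 17, 2405562 to 2511891, minus strand) ranked 65 and 63 in the METTL16 lists, and between 1448 and 3404 in the other 4. EIF3A showed no such rise in the lists of its own protein. It ranked 27 and 277 there, against 34 and 334 in the METTL16 lists and 20 and 26 in the eIF3b lists.

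Next, bound genes were counted. METTL16 had peaks on 5829 and 6337 genes in its replicates, of which 4612 were in both. eIF3a had peaks on 8166 and 5226 genes, with 4596 in both. eIF3b had peaks on 8063 and 7570 genes, with 6493 in both. Genes found in both replicates made up 61.1% of those found in either for METTL16, 52.3% for eIF3a and 71.0% for eIF3b. The count for eIF3a was limited by replicate 2, since 8166 genes would count as bound without it. With only peaks of at least 4-fold enrichment, the bound genes numbered 1937, 1549 and 2687 for METTL16, eIF3a and eIF3b.

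Replicates were then compared with lists of different proteins, to see how far the lists are specific to the protein. The mean Jaccard index of peak-carrying genes was 0.615 ± 0.094 (SD) over the 3 within-protein pairs and 0.565 ± 0.0867 over the 12 between-protein pairs. The difference of 0.0494 was smaller than the SD of either set of pairs. In 3 of the 12 between-protein pairs, the index was at least as high as the within-protein mean. The observed pairing gave the largest difference of the 15 possible pairings (exact permutation test, one-sided, p = 0.0667, the smallest p this design allows). For exonic bases, the index was 0.360 ± 0.08 within and 0.299 ± 0.0823 between proteins (exact permutation p = 0.0667). The highest index for genes, 0.718, joined eIF3a replicate 1 and eIF3b replicate 2, whereas the 2 eIF3a replicates reached 0.523.

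**Figure D1:**
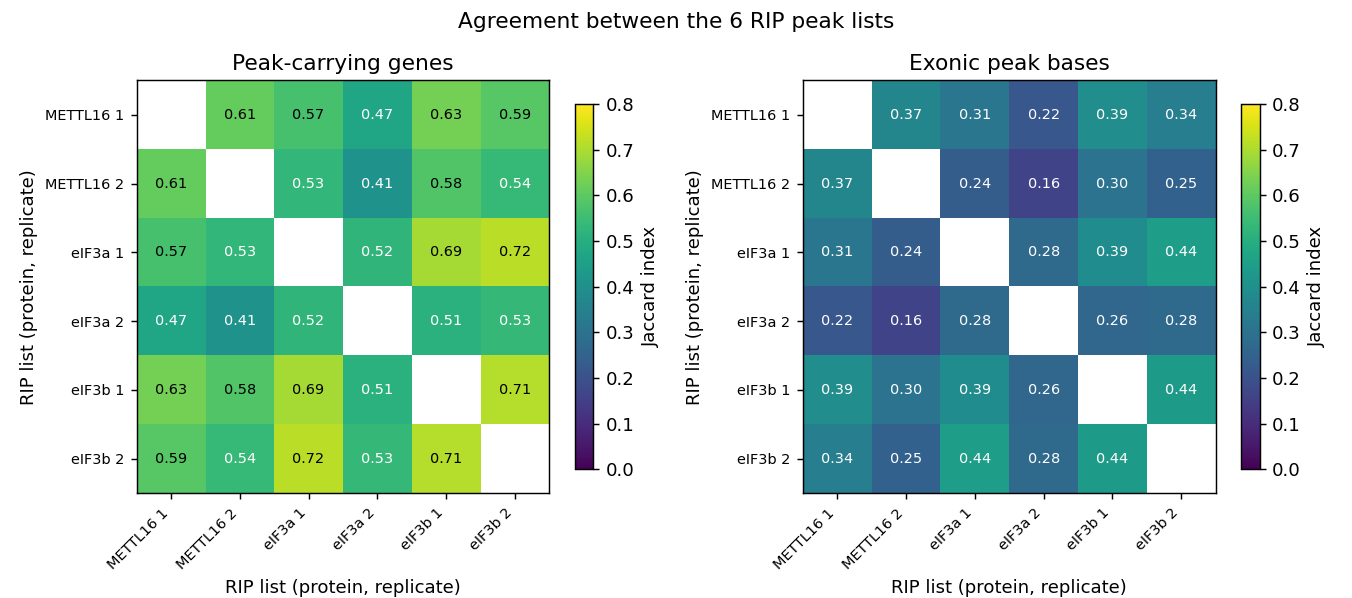
Jaccard index of peak-carrying genes (left) and of exonic peak bases (right) for each pair of the 6 RIP lists, with rows and columns named by protein and replicate and the colour scale running from 0 to 0.8. eIF3a replicate 2 had low indices with every other list, and eIF3a replicate 1 reached 0.72 with eIF3b replicate 2.

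The overlap of bound genes was tested next. METTL16 and eIF3a shared 2820 bound genes. Against a background of genes in an eIF3b list, the odds ratio was 3.21 (95% CI 2.94 to 3.49, Fisher's exact test, two-sided, p = 2.58e-163). METTL16 and eIF3b shared 3945 bound genes, with an odds ratio of 10.6 (95% CI 9.36 to 11.9). eIF3a and eIF3b, which belong to the same complex, shared 3985, with an odds ratio of 13.5 (95% CI 11.7 to 15.5). For the latter 2 pairs, Fisher's p was too small for the software to represent. The background moved these values most. Against all annotated genes, most of which carry no peak in any list, the 3 odds ratios became 49, 127 and 142. Stratifying by exon length gave 3.89, 11.5 and 10.8. This accounts for exon length only. Transcript abundance was not controlled, since the inputs were not analysed as separate libraries, so overlap from a shared abundance stays open. The METTL16 and eIF3b overlap depended on the replicate. With eIF3b replicate 1 alone, whose GC content was near that of METTL16, the odds ratio was 22.5, and with eIF3b replicate 2 alone it was 6.95. The eIF3a and eIF3b odds ratio was 11.7 with eIF3b replicate 1 alone and 15.3 with eIF3b replicate 2 alone.

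Of the 4612 METTL16-bound genes, 2730 were also bound by eIF3a and eIF3b, which is 59.2% (95% Wilson CI 57.8 to 60.6). A further 1215 were bound by eIF3b and not eIF3a, 90 by eIF3a and not eIF3b, and 577 by neither. This share depended on eIF3a replicate 2. Without that list, it was 81.1%. With 5000 peaks per list it was 42.7%. Only 98 METTL16-bound genes had no peak in any of the 4 eIF3a and eIF3b lists.

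Shared genes need not mean shared positions, so peak positions were compared within genes bound by both proteins. On average over the 4 pairs of lists, 66.7% of METTL16 peaks overlapped an eIF3a peak, against 43.0% for random placement along the same exons. The ratio was 1.55 ± 0.0838 (SD over 4 list pairs). For METTL16 on eIF3b, 78.5% overlapped against 47.2%, a ratio of 1.66 ± 0.0972. For eIF3a on eIF3b, 68.6% overlapped against 42.8%, a ratio of 1.60 ± 0.0615. Every list pair gave the smallest p that the 10000 draws of the permutation test allow (0.0001, one-sided). For reference, the replicates of METTL16, eIF3a and eIF3b overlapped each other in 65.1%, 59.2% and 68.4% of peaks. Random placement gave 36.1%, 37.0% and 39.7%, and the ratios were 1.80, 1.60 and 1.72. With placement anywhere on the exons, the ratios of METTL16 with eIF3a and eIF3b lay below that between the METTL16 replicates in every list pair. The share expected at random was, however, higher in each of these list pairs than between the METTL16 replicates. The observed share of METTL16 peaks was lower than between these replicates only with eIF3a replicate 2. The lower ratios therefore do not show that METTL16 peaks agreed best between METTL16 replicates. Requiring an overlap of 50% of the peak moved the 3 ratios most, to 2.04, 2.3 and 2.22. Placement within the same transcript region lowered them to 1.37, 1.41 and 1.39. With placement matched on GC content they were 1.33, 1.34 and 1.36. The METTL16 replicates then gave a ratio of 1.35. METTL16 replicate 1 lay above this with every eIF3a and eIF3b list (1.36 to 1.41), and METTL16 replicate 2 below it (1.26 to 1.30).

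**Figure D2:**
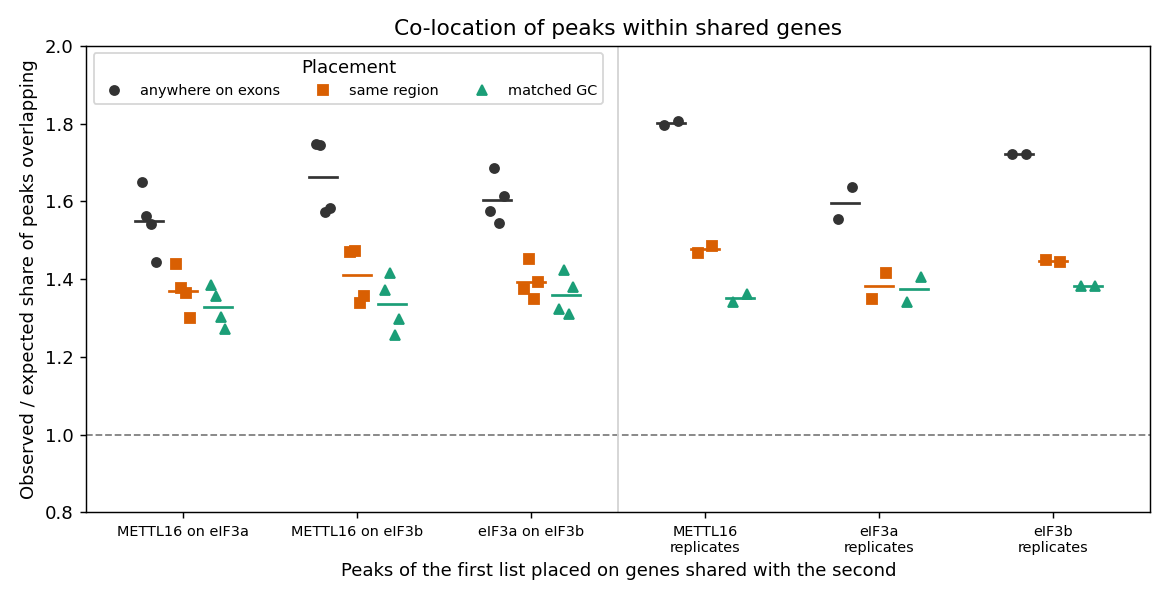
Observed over expected share of peaks that overlap a peak of the second list, on genes shared by both, under 3 kinds of random placement (circles, anywhere on the exons; squares, within the same transcript region; triangles, matched on GC content). Points are list pairs, short lines are means, and the dashed line marks a ratio of 1; all points lie above it, from 1.26 to 1.81.

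The peaks were then assigned to transcript regions. The peak centre lay in the coding sequence for 64.9% ± 5.47 (SD, n = 2) of METTL16 peaks, 57.4% ± 0.851 of eIF3a peaks and 59.4% ± 2.45 of eIF3b peaks. Coding sequence made up 41.9% of the exon bases of these genes. The share in the 3′ UTR was 28.0% ± 5.60 for METTL16, 38.3% ± 0.293 for eIF3a and 33.3% ± 4.12 for eIF3b. The share in the 5′ UTR was 7.0% ± 0.122, 4.08% ± 1.15 and 7.16% ± 1.65. METTL16 and eIF3a replicates did not overlap in any of these 3 regions when peak centres were counted. In the coding sequence this separation was lost in 3 of 4 other ways of counting, whereas in the 5′ and 3′ UTR it was kept in 4 of 4. In all of these, 2 replicates against 2 cannot go below an exact permutation p of 0.33. For METTL16 against eIF3b, the replicates overlapped in all 3 regions, and of the other ways of counting only the highest peak per gene separated them, in the coding sequence. The eIF3a and eIF3b replicates overlapped in the coding sequence, but by peak centre they did not overlap in the 5′ and 3′ UTR. Of 4 other ways of counting, 4 kept this in the 5′ UTR and 2 in the 3′ UTR. Separation from eIF3a in the UTRs was therefore not specific to METTL16. Restricting to peaks of at least 4-fold enrichment lowered the coding share to 56.2%, 52.8% and 50.3%.

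**Figure D3:**
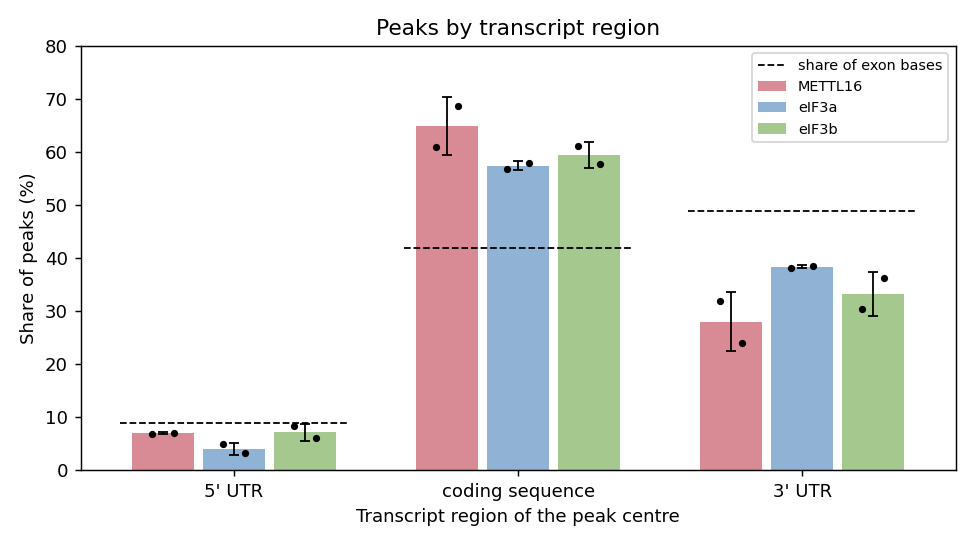
Share of peaks (%) whose centre lies in the 5′ UTR, coding sequence or 3′ UTR; bars are means of 2 replicates, error bars are the SD, points are replicates, and dashed lines give the share of exon bases in each region. Coding shares lay above the exon share of 41.9% for all 3 proteins, and 3′ UTR shares lay below 48.9%.

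Because translation pathways were of interest in the study, 2 gene families were examined. Of 56 ribosomal protein genes with a peak in any list, METTL16 bound 24 (odds ratio 1.01, 95% CI 0.595 to 1.72, Fisher's exact p = 1). eIF3a bound 8 (odds ratio 0.225, 95% CI 0.106 to 0.475, p = 8.41e-06), and eIF3b bound 21 (odds ratio 0.399, 95% CI 0.232 to 0.686, p = 0.00087). Adjusted over the 6 family tests by Benjamini-Hochberg, the latter 2 values were 5.05e-05 and 0.00261. Neither remained past the threshold among peaks of at least 4-fold enrichment, where eIF3a gave 0.681 and eIF3b 1.07 (Fisher's exact p = 1 for each). That filter left only 14 ribosomal protein genes. With 5000 peaks per list, eIF3a gave 0.163 (Fisher's exact p = 0.000167) and eIF3b 0.723 (p = 0.372). Ribosomal protein genes have many pseudogenes, and how reads shared with these were mapped is unknown. Of 53 translation initiation factor genes, METTL16 bound 29 (odds ratio 1.63, p = 0.0938), eIF3a bound 20 (0.821, p = 0.578) and eIF3b bound 34 (1.20, p = 0.576), none of which passed Fisher's exact test at 0.05. Against all protein coding genes, the METTL16 odds ratio for initiation factors was 3.83 (Fisher's exact p = 9.51e-07).

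METTL16 peaks were examined for its motif. ACAGAGA occurred in 3.36% and 3.25% of METTL16 peaks in replicates 1 and 2, against 2.83% and 2.81% for random placement. The ratio was 1.17 ± 0.0204 (SD, n = 2; permutation p = 0.0001 and 0.0008, one-sided). The ratio was not specific to METTL16, since it was 1.23 ± 0.0235 for eIF3a and 1.19 ± 0.13 for eIF3b. The longer TACAGAGAA occurred in only 15 and 18 METTL16 peaks, with a ratio of 0.815 ± 0.2 (permutation p = 0.962 and 0.613).

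EIF3A, the transcript that the study followed further, lies on chromosome 10 from 119033670 to 119080817 on the minus strand and has 22 exons in its canonical transcript. It carried peaks in all 6 lists. In METTL16 replicate 1, a single peak ran from 119036018 to 119058280 over exons 12 to 22, with a fold enrichment of 17.2. In METTL16 replicate 2, the main peak ran from 119036048 to 119056744 over exons 14 to 22, with a fold enrichment of 4.0. The peak in eIF3a replicate 1 spanned exons 11 to 22 with 11.8-fold enrichment, and the main peak in eIF3a replicate 2 spanned exons 13 to 22 with 2.9-fold enrichment. The eIF3b peaks spanned exons 11 to 22 with 11.9-fold and 9.7-fold enrichment. Between 31.1% and 39.6% of the exon bases of EIF3A lay under peaks, and 2040 bases lay under a peak in every list. These were exons 15 to 21 and parts of exons 12, 14 and 22, and no list had a peak in exons 1 to 10. By fold enrichment, EIF3A lay at percentile 88.6 and 47.3 of the genes in the METTL16 lists.

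**Figure D4:**
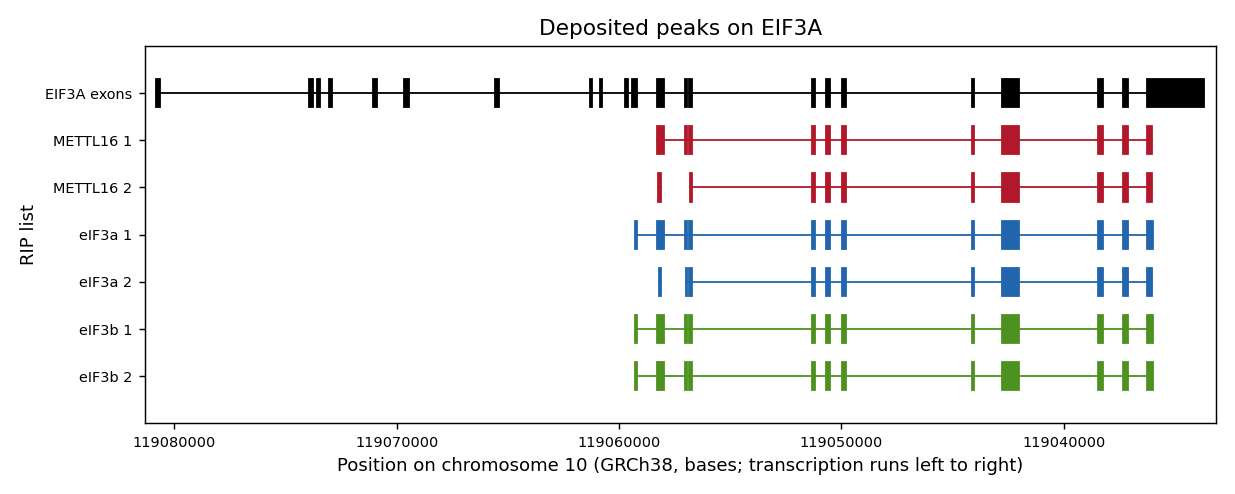
Exons of EIF3A (black) and the deposited peak blocks of the 6 RIP lists along chromosome 10 on GRCh38, drawn in the direction of transcription; thin lines join the blocks of 1 peak. All lists cover exons 15 to 21 and the upstream end of exon 22, and none reaches exons 1 to 10.

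The other genes fixed beforehand varied. MAT2A and JUN carried peaks in all 6 lists, as did BOP1 and ACTB. By p-value, MAT2A ranked 1560 and 2618 in the METTL16 lists, below its ranks of 148 and 946 for eIF3a and 655 and 193 for eIF3b. Its METTL16 peaks lay on exons 1 to 7 in replicate 1, but on exon 1 and exons 8 to 9 in replicate 2. PROM1 had a peak only in eIF3a replicate 1. EPCAM had peaks in both METTL16 lists and eIF3b replicate 1. EIF1 had peaks in the METTL16 and eIF3b lists and none in the eIF3a lists. EIF3C, DDX47, DDX49, FBL and NPM1 had peaks in every list except eIF3a replicate 2. EIF3C has a near-identical copy, so its peaks are uncertain. GAPDH, an abundant reference transcript, had peaks in 3 lists with a fold enrichment of at most 1.4. ACTB reached at most 2.78-fold.

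Among METTL16-bound genes with no eIF3a or eIF3b peak, the highest by rule were LINGO1, ARTN, RAX, CACNA1B and SHANK1. LINGO1 carried a coding peak on chromosome 15 from 77615566 with fold enrichments of 181 and 174 in replicates 1 and 2. ARTN carried a coding peak on chromosome 1 from 43936373 to 43936552, with 74.2-fold and 229-fold enrichment. The peak on RAX lay in the 5′ UTR on chromosome 18, from 59273244 to 59273393, with 66.2-fold and 54.8-fold enrichment. Some of these values recurred exactly on other genes, here HBA1 and CD79A, which were chosen after their values were seen. In METTL16 replicate 2, LINGO1 and HBA1 both had 174-fold enrichment and a log10 p-value of -37.2. In METTL16 replicate 1, CACNA1B and CD79A both had 38.4-fold enrichment and a log10 p-value of -9.4. Input reads were not examined, so whether such ratios rest on very few of them is unknown. Among genes with a peak in all 6 lists, the highest were IGF2, PLEC, DESI1, EVPL and POLH. IGF2 ranked 1 by p-value in every list. Its peak covered 4546 to 4606 exonic bases on chromosome 11 from 2129112, spanning exons 2 to 4, with fold enrichments from 78.8 in METTL16 replicate 2 to 728 in eIF3a replicate 2.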

Values the study reported

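The study reported 4612 binding transcripts for METTL16, 4595 for eIF3a and 6492 for eIF3b in its RIP-seq data. It reported that 2730 of the 4612 METTL16-bound transcripts were also bound by eIF3a and eIF3b.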

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

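No tests in this part were chosen after a result was seen, apart from the alternatives described as added later. Of 216 alternative values for 31 results, 146 kept their direction and call or stayed within the limits set for them, 51 moved, 6 became weaker, 5 became stronger and 8 reversed. Stricter or looser calls changed the counts of bound genes. With at least 4-fold enrichment, METTL16, eIF3a and eIF3b bound 1937, 1549 and 2687 genes, and with 5000 peaks per list 2175, 1717 and 2298. A peak in either replicate gave METTL16 7554 and eIF3a 8796. Leaving out 1 replicate gave 5829 to 6337, 5226 to 8166, and 7570 to 8063 genes. Fewer peaks or replicates by construction cause these shifts. The share of METTL16-bound genes also bound by eIF3a and eIF3b was 35.0% with at least 4-fold enrichment, 42.7% with 5000 peaks and 78.9% for either replicate. It ran from 47.3% to 81.1% across the 6 analyses that each left out 1 replicate, the highest without eIF3a replicate 2, without which eIF3a bound 8166 genes.

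The 3 gene overlaps kept odds ratios above 1 in all alternatives. Without 1 replicate in turn, the odds ratio ran from 2.29 to 3.98 for METTL16 and eIF3a, from 5.37 (without METTL16 replicate 1) to 22.5 (without eIF3b replicate 2; 6.95 without eIF3b replicate 1) for METTL16 and eIF3b, and from 9.08 to 16.5 for eIF3a and eIF3b. The co-location ratios kept their direction and their side of the threshold in all alternatives, and ran from 1.49 to 1.61, 1.58 to 1.75 and 1.56 to 1.65 when a replicate was left out.

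The within-minus-between difference in Jaccard index stayed above 0 in all alternatives. For genes it ran from 0.0164 (without eIF3b replicate 2; 0.0212 without eIF3b replicate 1 and 0.0265 without METTL16 replicate 2) to 0.126 (without eIF3a replicate 1). For bases it ran from 0.0271 (without METTL16 replicate 2; 0.0378 without eIF3b replicate 2) to 0.127 (without eIF3a replicate 1). Its exact p ranged from 0.0667 to 0.2, in a design that cannot reach 0.05. The samples share only a replicate number. Restricting to same-number pairs, as a replicate block, gave 0.0525 for genes and 0.064 for bases, and the same restriction, added later, gave co-location ratios of 1.55, 1.67 and 1.59. None of these values changed direction. Read depth is unknown, so how far it limits the shorter lists was not tested.

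The coding share of METTL16 peaks was 56.2% with at least 4-fold enrichment and 61.0% to 68.7% in single replicates. The eIF3a share was 52.8% with at least 4-fold enrichment, 61.8% with 5000 peaks, 61.5% by bases and 54.7% for the highest peak per gene, and 56.8% to 58.0% in single replicates. The eIF3b share was 50.3%, 63.5%, 63.5% and 53.8% in the same order, and 57.7% to 61.1% in single replicates. The cause was not tested. The METTL16 and eIF3a replicates, which did not overlap in coding share by peak centre, overlapped with at least 4-fold enrichment, by bases and for the highest peak per gene. Of 36 alternatives for the 5′ and 3′ UTR shares, 13 moved by more than 1 SD.

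The gene families depended on the settings. For ribosomal protein genes, METTL16 gave an odds ratio of 3.63 (Fisher's exact p = 0.000713) for either replicate, 0.955 (p = 1) with 5000 peaks, and 1.43 to 1.63 in single replicates, the latter without METTL16 replicate 1. eIF3a gave 0.681 (p = 1) with at least 4-fold enrichment and 0.178 to 0.374 in single replicates, the latter without eIF3a replicate 2. eIF3b gave 1.07 (p = 1) with at least 4-fold enrichment, 0.723 (p = 0.372) with 5000 peaks and 0.684 (p = 0.137) against all protein coding genes, and 0.394 to 0.399 in single replicates. For initiation factors, METTL16 gave 0.767 (Fisher's exact p = 0.816) with at least 4-fold enrichment, 2.13 (p = 0.0357) for either replicate and 3.83 (p = 9.51e-07) against all protein coding genes, and 1.67 to 1.80 in single replicates. eIF3a gave 0.533 (p = 0.0498) for either replicate, 1.97 (p = 0.0222) against all protein coding genes, and 0.690 to 0.703 in single replicates. eIF3b gave 0.91 (p = 1) with at least 4-fold enrichment and 3.44 (p = 6.89e-06) against all protein coding genes, and 0.793 (without eIF3b replicate 2, below 1) to 1.65 in single replicates. The strict filter left only 14 ribosomal protein and 25 initiation factor genes, and the wide background adds genes without any peak. Otherwise the cause was not tested. The METTL16 motif ratio was 1.08 (permutation p = 0.236) with at least 4-fold enrichment, 0.815 (p = 0.962) for TACAGAGAA, and 1.16 to 1.19 in single replicates. For TACAGAGAA, the eIF3b ratio was 0.899. The cause was not tested. With at least 4-fold enrichment, 5 of 6 lists had a peak on EIF3A, since the highest in eIF3a replicate 2 was 2.9-fold. With 5000 peaks per list, 6 of 6 had one. Both settings were added later.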

Other observations

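The tests of binding, of mislabelling, of EIF3A ranks and of marker genes without a cut at the top were chosen only after the result was seen. The other tests were written before their values were seen, but every pattern had been noticed in these data first, and the batch test was added once the GC values were known.

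Some of the strongest peaks lay on genes of red blood cell precursors, which are not typical of liver cells. These genes were chosen after their values were seen. HBB, the beta-globin gene on chromosome 11, had a fold enrichment of 576 and 986 in METTL16 replicates 1 and 2 and 1700 in eIF3b replicate 1, but 1.47 in eIF3a replicate 1 and no peak in eIF3a replicate 2 or eIF3b replicate 2. Of a list of 20 erythroid genes, 10 and 13 were among the top 5% of genes by fold enrichment in the METTL16 lists and 9 in eIF3b replicate 1, against 0 in each of the other 3 lists. Of the 20 ways to choose 3 of the 6 lists, these 3 shared the most top genes that no other list had at the top, 33, and the next set shared 25. A gene was counted as showing the pattern when it was at the top in at least 2 of these 3 lists and in none of the other 3. Because the 20 genes were picked for this, their own count (10 of 13 with a peak) is no test of it. Binding by eIF3b predicts these genes in both eIF3b lists, yet eIF3b replicate 2 had 0 of the 20 at the top. A mislabelled sample is argued against by EIF3B, which ranked 2 by p-value in eIF3b replicate 1 and in replicate 2. RNA from erythroid cells remains a candidate source, but in a test on 22 further erythroid genes, 0 of the 13 with a peak in any list showed the pattern (0.122 in random lists, permutation p = 1). Of these 22 genes, 11 had a peak in the other 3 lists, so HepG2 expression could hide a small share. Of 19 white blood cell genes, 0 of the 7 with a peak showed it (0.0684 in random lists, permutation p = 1), and 5 had a peak in the other 3 lists. Without a cut at the top, percentiles by fold enrichment were compared (0 where a list had no peak). The 13 further erythroid genes lay 11.97 percentile points higher in the METTL16 lists and eIF3b replicate 1 than in the other 3 lists. Random lists gave -0.997 (permutation p = 0.0354). Without eIF3a replicate 2, the 13 genes lay only 3.59 points higher, against -5.12 in random lists (permutation p = 0.124). Without METTL16 replicate 1 or 2, the permutation p was 0.0531 and 0.074. Without eIF3a replicate 1, eIF3b replicate 1 or eIF3b replicate 2, it was 0.0456, 0.0207 and 0.0083. The 13 genes did not lie higher in eIF3b replicate 1 than in replicate 2 (permutation p = 0.689). The 7 white blood cell genes lay 25.8 points higher in the same 3 lists (-1.13 in random lists, permutation p = 0.0038). In the METTL16 lists they lay 32.3 points higher than in the other 4 (-5.19 in random lists, permutation p = 0.0005). The erythroid genes lay 10.3 points higher there (-5.48 in random lists, permutation p = 0.0215). Without eIF3a replicate 2 this was 3.86 points (-8.53 in random lists, permutation p = 0.057). Without METTL16 replicate 1, the white blood cell genes lay 15.6 points higher in the 3 lists (permutation p = 0.0772) and 20.6 points higher in METTL16 (p = 0.0285). Like the erythroid genes, they did not pass in eIF3b replicate 1 against replicate 2 (5.39 points, permutation p = 0.392), so a shift shared by eIF3b replicate 1 was not shown for either list. These p-values come from 6 comparisons, 4 of which were repeated without each list, and are not adjusted. A shift that is specific to erythroid genes was not shown. Of the first 20 genes, 8 had a peak in the other 3 lists. ALAS2 reached 526-fold and 2170-fold in the METTL16 lists and 975-fold in eIF3b replicate 1, and HBA1 39.7-fold, 174-fold and 28.8-fold in the same order, but AHSP and CA1, also abundant in erythroid cells, had no peak in any list. Binding by METTL16 also remains open: both METTL16 lists carried these genes at the top, but so did eIF3b replicate 1, with 9 genes. These explanations cannot be told apart without the read counts of the inputs.

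The base composition gave the same division of the lists. Peaks exceeded the exons of their own genes by 5.49, 5.94 and 5.56 percentage points of GC in METTL16 replicates 1 and 2 and eIF3b replicate 1, but by 3.07, 2.52 and 3.50 in eIF3a replicates 1 and 2 and eIF3b replicate 2. A library batch that the labels do not give is a candidate explanation. It predicts that fold enrichment correlates across genes along this division. Over the 2730 genes in all 6 lists, the Spearman correlation of the METTL16 lists was 0.651 with eIF3b replicate 1 and 0.551 with replicate 2. That of the eIF3a lists was 0.596 with eIF3b replicate 1 and 0.652 with replicate 2. The mean of the 2 differences was 0.0784 (95% interval 0.0653 to 0.0926 over 1000 resamplings of genes, which are not independent replicates). This is in line with a shared batch. The correlation between the 2 eIF3b replicates, 0.698, was below that of eIF3a replicate 1 with eIF3b replicate 2, 0.743, and of METTL16 replicate 1 with eIF3b replicate 1, 0.704. It was above that of METTL16 replicate 2 with eIF3b replicate 1, 0.599, and of eIF3a replicate 2 with eIF3b replicate 2, 0.561. Across the division, eIF3a replicate 1 with eIF3b replicate 1 gave 0.674, above the 0.598 of the 2 eIF3a replicates. METTL16 and eIF3a share no side of this division, so a batch, the protein and, if the labels and methods are right, the antibody cannot be told apart in their comparison.

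The overlap of peak positions between proteins has several open explanations. GC content as the whole cause is argued against, because the smallest mean ratio over list pairs with matched placement was 1.33 (1.26 in the lowest single list pair), although this was below the unmatched ratios of 1.55 to 1.66. A RIP signal that does not depend on the protein, such as fragments that any pull-down enriches, predicts as much overlap between proteins as between replicates. The mean ratio was 1.61 ± 0.0562 (SD) over the 3 protein pairs and 1.71 ± 0.104 over the 3 replicate pairs. The between-protein value was 0.941 of the within-protein value. This gap was just below the SD of the replicate pairs, but with 5000 peaks per list it was 0.134 against an SD of 0.0693. Over all 6 settings, the gap exceeded the SD in 3 and stayed below it in 3, and the mean between replicates was the higher in 6 of 6. These ratios cannot decide, because the share expected from random placement differed. With placement anywhere on the exons, it was 36.1%, 37.0% and 39.7% for the replicates of METTL16, eIF3a and eIF3b. For the 3 protein pairs it was 43.0%, 47.2% and 42.8%, leaving less room for a high ratio. The observed shares were 65.1%, 59.2% and 68.4% between replicates and 66.7%, 78.5% and 68.6% between proteins. Such a signal as the whole cause stays open. Binding of all 3 proteins at the same sites could give the same values, and no list from a control antibody was used here.

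In eIF3a replicate 2, 155 genes of the top 5% were in the top 5% of no other list, a count within the range of the other lists (76 to 182). Their peaks, however, had another shape. Of the strongest peaks on 154 of these genes with at least 3 exons, 81.8% joined several exons, against 25% to 39.8% in the corresponding sets of the other lists. Circular RNA, made from internal exons, is a candidate source, since 10 of 12 known host genes, chosen after their values were seen, were at the top. Among 13 listed host genes that had not been looked at, however, 0 were at the top, against 0.625 by chance (permutation p = 1), which is too few to decide. No test without a cut at the top was run for the host genes, so a weaker rise in this list was not assessed. If peaks on linear transcripts of the 154 genes fell at random, the peaks would reach the first or last exon as often as random placements. They did so in 57.1% of cases against 61.8%, a ratio of 0.925 (permutation p = 0.0848, one-sided). In the other 5 lists, the ratio ran from 1.15 to 1.32, so random placement did not describe the peaks there either. This test therefore cannot decide, and linear RNA was neither excluded nor favoured by it. The difference between lists was not tested.

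By p-value, EIF3A ranked no higher in the eIF3a lists than in the eIF3b lists, while METTL16 and EIF3B each ranked highest in the lists of their own protein. By fold enrichment, EIF3B did not, at percentile 60.3 and 40.1 in the eIF3b lists against 62.5 and 63.1 in the METTL16 lists. Reads from a tagged copy may raise the rank of a coding sequence. EIF3A ranked 27 in eIF3a replicate 1, against 20 to 34 in 3 lists of the other proteins. It ranked 277 in eIF3a replicate 2 and 334 in METTL16 replicate 2. These ranks leave open whether there was no added EIF3A coding sequence in the eIF3a RIP cells. An added copy could raise the input as well, and the inputs were not analysed here as separate libraries. The same could hold for EIF3B and METTL16, which still ranked highest by p-value in their own lists. The study describes cells overexpressing Flag-tagged eIF3a and a western blot of that overexpression in the cells used for RIP-seq, which speaks against this explanation. The labels and the study's methods name an eIF3a antibody, which would also recover the untagged protein, whereas the names of the lists say flag. The antibody was not tested as a reason. Binding of eIF3a to its own transcript was not separated from this.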
